A study of Arabidopsis thaliana with 6 samples. Its data were reported in "3D organization of regulatory elements for transcriptional regulation in Arabidopsis" (2023).

How the data were processed

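RNA-seq libraries were made with an Illumina TruSeq RNA kit from poly(A) RNA of 3 Col-0 and 3 myc2 shoot samples. The labels gave each library's genotype and replicate number. Per the labels' processing notes the authors used fastp, HISAT2, SAMtools and StringTie with the TAIR10 genome, and their versions are not given in the sources used here. The read counter, its strand setting and the annotation release are not given in the sources used here either. The authors deposited 1 file per library with whole-number read counts per gene, not normalized, and these counts were the input to all tests here. Without a stated strand setting, reads of overlapping and antisense genes cannot be told apart, and reads of near-identical copies may have been divided or dropped, so levels of such genes are uncertain. Of 575 genes on the lists used here, 16 had 0 reads in all 6 libraries and were not tested, among them the clock gene FKF1 and the ferritin gene FER1, and whether these were not expressed or not counted is not known.

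A further deposited table holds the authors' own comparison of the genotypes, with a log2 fold change and its standard error, a score that is their ratio, a p-value and an adjusted p-value per gene. Its mean signal per gene, deposited by the authors, equalled the mean of the 6 count files after median-of-ratios scaling to within 5e-10. The column names are those of a DESeq2 results table, and the authors' test is otherwise not given in the sources used here. The table was used only to describe how it compares with the tests made here.

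Totals ranged from 21165967 to 30604815 counts per library, so 1 read was worth 0.0344 to 0.0482 CPM. The most abundant 10 genes held 6.68% to 7.82% of the counts, and chloroplast genes about 0.0230% to 0.0278%. No pair of replicates differed by as little as sampling noise, since the chi-square per degree of freedom was 2.50 to 20.8, so each library counted as 1 replicate. Sequencing runs were read from the file headers. Simulated data with 200 changed genes were used to test the calculations, and in the simulated comparison of myc2 with Col-0 over 18863 genes edgeR recovered 69.4% of 98 genes changed 1.5-fold and 87.0% of 100 genes changed 2-fold. The simulation also held 20 further genes changed 1.4-fold, of which 15 were called, and 18 unchanged genes were called, 9.60% of all 188 calls. That share lies above the threshold of 0.05 used here. The simulation held far fewer changed genes than were called in the data and no difference between runs, so its rates do not carry over to the data.

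Genes were kept by the filterByExpr function of edgeR, scaled by trimmed mean of M-values (TMM), and tested with the quasi-likelihood F-test of edgeR 4.0.16 (glmQLFit with robust dispersion and glmQLFTest, in R 4.3.3) with genotype as the only term. Adjusted p-values are Benjamini-Hochberg values over the 18961 genes tested, and genes with an adjusted p under 0.05 are called changed. The biological coefficient of variation was 8.44%. The counting interval of a ratio with 1 to 3 reads in one genotype is an exact 95% Poisson interval, which covers counting error only. Gene symbols, coordinates, GC content, purine share and exon length came from the TAIR10.1 annotation, matched by gene identifier for 28009 of 28775 genes (97.3%). ATMG00516 had no entry there.

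The 22 gene lists were fixed before the data were examined, and so were the tests, the alternatives and the rule for naming genes. They cover JA biosynthesis, JAZ repressors and JA catabolism, JA receptor and MYC-related factors, JA wound-response markers, JA/ethylene defence markers, salicylic acid, aliphatic and indole glucosinolates with camalexin, flavonoids, abscisic acid, cold, the clock, photosynthesis, heat, touch, auxin, root, flower and seed, senescence and reference genes, hub genes named by the study and flowering-time control. Each list was tested with camera (limma 3.58.1, two-sided, preset inter-gene correlation 0.01), adjusted over the 22 lists. Camera with an estimated correlation, camera by ranks and fry, which tests whether a set's genes move on balance one way, were alternatives. Counts of members were made over all genes tested and adjusted over the list alone.

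The rule named MYC2, the hub genes, the 8 genes per direction with the largest fold change at a level of at least 5 CPM and without overlap of the genotypes, the 4 per direction with the highest level among those changed at least 2-fold, and up to 4 members of each list by adjusted p plus 1 that did not pass. Members of counts of 5 or fewer and the other list members named (ORA59, COI1, PAD3, the members that rose in lists that mostly fell, LHCB5, UBQ10 and GAPC2 among them) were chosen after their values were seen.

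Alternatives were RLE and upper-quartile scaling, DESeq2 1.42.0, limma-voom, no filter beyond 1 read, a filter of 5 CPM in 3 libraries, the replicate number as a block, each library left out, counts thinned to the smallest total, organelle genes left out, and bins of 25 and 100 genes. A correction for library trends with GC content, purine share and exon length (loess, span 0.3), Col-0 replicate 3 as the only control and a fit with each Col-0 run as its own group were added after the data were seen. Alternatives for normalized values were not run, since the files hold counts.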

Results

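Poly(A) RNA from shoots of Arabidopsis thaliana seedlings was sequenced in 6 libraries, 3 from the wild-type accession Col-0 and 3 from the myc2 mutant. The aerial parts of 2-week-old seedlings, grown at 22 °C with 16 h of light and 8 h of dark, were frozen in liquid nitrogen. MYC2 is a basic helix-loop-helix transcription factor of the jasmonate (JA) pathway, and the comparison asks how transcript levels differ when it is mutated. The read counts per gene added up to 23988297, 21165967 and 30604815 in Col-0 replicates 1 to 3 and to 25521266, 26597891 and 25439397 in myc2 replicates 1 to 3. Of 28775 genes, 23688 had at least 1 read and 18961 had enough reads to be tested. Levels are given as counts scaled to library size (CPM) by trimmed mean of M-values, as mean ± SD with n = 3 libraries per genotype, and fold changes compare myc2 with Col-0. The study describes its replicates as biological, but whether they came from separate cultures is not given in the sources used here, and the p-values measure the spread between these samples, part of which may be technical.

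The libraries grouped by genotype. Across genes, log2 CPM correlated at 0.9887 to 0.9948 between libraries of one genotype and at 0.9645 to 0.9678 between genotypes, where genes are not independent replicates. The principal component that separated the genotypes held 73.7% of the variance, and the next, with 11.2%, set Col-0 replicate 3 apart from Col-0 replicates 1 and 2. Per the file headers, Col-0 replicates 1 and 2 came from one sequencing run, Col-0 replicate 3 from another, and all 3 myc2 libraries from still another. No run holds both genotypes, so no comparison within a run was possible and run and genotype cannot be told apart. Between Col-0 replicate 3 and the other Col-0 libraries, 2950 genes differed (1195 higher and 1755 lower in replicate 3), 148 of them at least 2-fold. That test takes the spread from the other groups and assumes that the lone library varies as they do, so it does not tell a run from a single library.

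**Figure D1:**
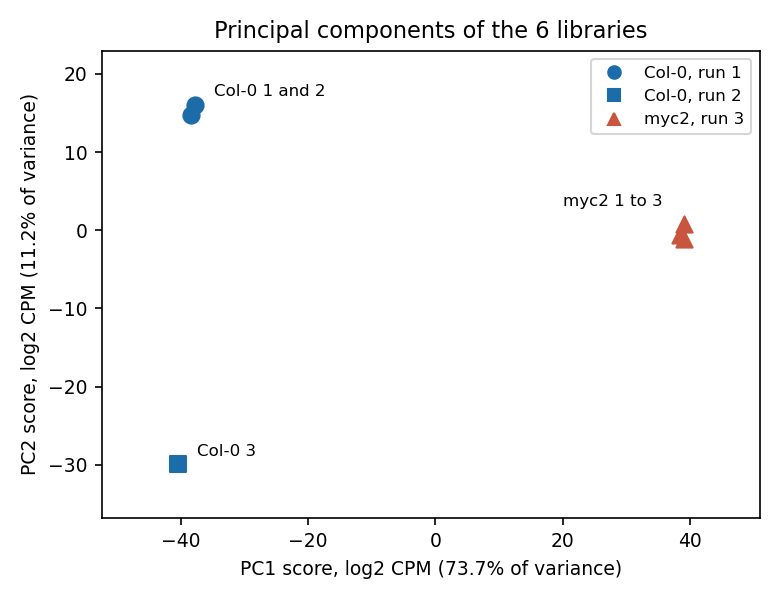
Scores of the 6 libraries on the leading principal components of log2 CPM, with 73.7% of the variance on the horizontal axis and 11.2% on the vertical axis; each point is 1 library and its shape gives the sequencing run. The genotypes lie on opposite sides of the horizontal axis, and Col-0 replicate 3 lies apart from the other Col-0 libraries on the vertical axis.

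MYC2 itself (AT1G32640, chromosome 1, 11798119 to 11801407, minus strand, TAIR10.1) was reduced in every myc2 library but not absent. Its counts were 4808, 4085 and 5087 in the Col-0 libraries and 1822, 2007 and 1864 in the myc2 libraries. The level fell from 192 ± 15.5 to 71.2 ± 2.26 CPM (SD, n = 3), to 37.0% of Col-0, a log2 fold change of -1.43 (SE 0.0709, edgeR adjusted p = 2.94e-08). The counts cover the whole gene, and the mutant allele is not given in the sources used here, so reads from either side of a lesion were not distinguished.

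In myc2, 6889 genes changed, 3339 higher and 3550 lower, which was 36.3% of the genes tested (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05). Of these, 1242 changed at least 2-fold, 517 higher and 725 lower, and 58.5% of the changed genes differed by less than 1.5-fold. The 3 libraries of one genotype lay entirely above or below those of the other for 49.7% of tested genes, against 10% by chance. In 1 fit with the Col-0 runs as separate groups, 5623 genes changed with the same sign against each Col-0 run, 2617 higher and 3006 lower, where replicate 3, alone in its group, was again assumed to vary like the others. Leaving out 1 library in turn gave 5032 to 8417 changed genes.

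Among genes of at least 5 CPM in the higher genotype, the largest rise was in DIN6 (AT3G47340), a glutamine-dependent asparagine synthase, from 0.257 ± 0.288 to 7.14 ± 0.632 CPM, or 24.7-fold, and 74.7-fold without Col-0 replicate 3, which held most of its Col-0 reads. AT1G15125, a methyltransferase gene, rose 11.2-fold and DRMH1 (AT2G33830), a dormancy-associated gene, rose 10.5-fold. AHP4, AT4G16260, AZI1 and SEN1 rose between 8.02-fold and 9.74-fold. The mitochondrial gene ATMG00516 rose 7.95-fold, from 5.14 ± 0.647 to 40.7 ± 7.42 CPM. All mitochondrial genes together held 0.00428% to 0.00463% of the counts in the Col-0 libraries and 0.00774% to 0.00992% in the myc2 libraries, or 0.00385% to 0.00406% and 0.00426% to 0.00561% without ATMG00516. The largest fall was in AT2G44240, with 385 reads in the Col-0 libraries and 1 read in the myc2 libraries, a ratio of 420 (95% counting interval 75.0 to 16647), the read being in myc2 replicate 3. The AP2/ERF family genes AT1G19210, RRTF1, DDF1, ORA47 and AT1G33760 fell 80-fold, 67.8-fold, 50.6-fold, 29.1-fold and 26.8-fold. In myc2 replicates 1 to 3, AT1G19210 had 1, 3 and 3 reads and DDF1 had 2, 4 and 2, so their folds are imprecise. JAZ7 fell 43.7-fold and the cellulose synthase-like gene CSLA01 38.5-fold.

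Among abundant genes changed at least 2-fold, CSD2, a copper/zinc superoxide dismutase, rose from 446 ± 24.9 to 1013 ± 22.6 CPM. LHB1B1, a light-harvesting protein gene, rose from 208 ± 17.2 to 441 ± 18.7 CPM, and AT2G45180 and ACD6 rose 2.02-fold and 2.08-fold. The myrosinase TGG2 fell from 3459 ± 128 to 1184 ± 42.9 CPM. BGLU18, LOX2 and CAX1 fell 2.04-fold, 2.09-fold and 2.0-fold. LHB1B1 belongs to a family of near-identical copies among which reads could be divided by the counting.

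**Figure D2:**
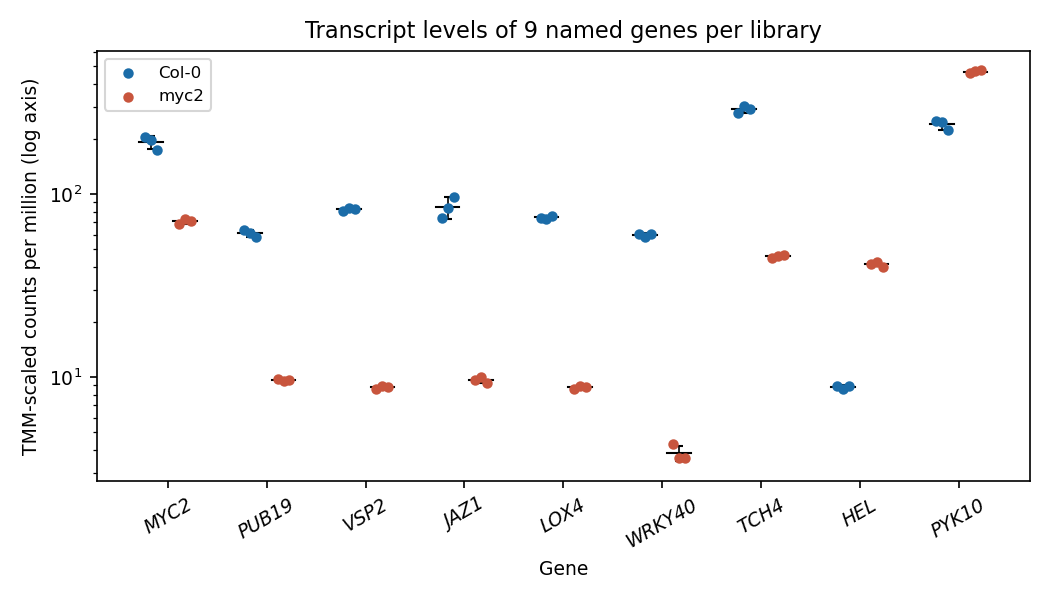
Transcript levels of 9 named genes in TMM-scaled CPM on a log axis, with 1 point per library, a horizontal bar at the mean of each genotype and whiskers of 1 SD (n = 3). MYC2, PUB19, VSP2, JAZ1, LOX4, WRKY40 and TCH4 are lower and HEL and PYK10 are higher in all 3 myc2 libraries than in any Col-0 library.

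Genes of JA synthesis were mostly lower in myc2. Of 17 tested members, 12 fell, 1 (JAR1) rose and 4 did not pass, or 13 lower and 1 higher adjusted over the list alone. The lipoxygenase LOX4 fell from 74.6 ± 1.21 to 8.79 ± 0.189 CPM, LOX3 from 38.9 ± 1.2 to 9.44 ± 0.385 CPM and the allene oxide cyclase AOC3 from 20.6 ± 2.52 to 2.68 ± 0.307 CPM. OPCL1 fell 3.67-fold. The list's median log2 fold change was -0.57 and it stood below other genes (camera with a preset correlation, adjusted p = 3.28e-08), a call that was lost at an adjusted p = 0.0784 with an estimated correlation.

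The JAZ repressors and the enzymes that break JA down fell as well. Of 14 tested members 12 fell, none rose and 2 (JAZ4 and JAZ11) did not pass, with 12 lower and 0 higher adjusted over the list alone. JAZ1 fell from 84.6 ± 11.5 to 9.65 ± 0.386 CPM and JAZ5 from 44.6 ± 3.74 to 5.40 ± 0.405 CPM, and JAZ3 fell 3.24-fold. The median was -1.46 (camera adjusted p = 9.98e-10; adjusted p = 0.0661 with an estimated correlation).

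Among the JA receptor and the MYC-related factors, MYC4 rose from 31.1 ± 4.58 to 69.1 ± 2.67 CPM, and MYC3 and the receptor gene COI1 rose 1.45-fold and 1.25-fold. MYC5 fell 3.49-fold and JAM1 2.08-fold. The other 3 of the 8 tested members did not pass, with 3 higher and 2 lower also adjusted over the list alone. The median was 0.13 and the mean -0.06, and the test, which pointed upwards, was not passed (camera adjusted p = 0.431).

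Wound-response markers of the MYC branch of JA signalling fell in 10 of 15 tested members, rose in 2 and did not pass in 3, the same numbers as adjusted over the list alone. The vegetative storage protein VSP2 fell from 82.6 ± 1.77 to 8.76 ± 0.170 CPM, and VSP1 and RD26 fell 10.3-fold and 5.15-fold. The 2 that rose were TAT3 and NATA1, the latter by 6.13-fold (9.93-fold without Col-0 replicate 2). The median was -0.84 (camera adjusted p = 9.48e-06; adjusted p = 0.0363 with an estimated correlation). VSP1 and VSP2 are close copies.

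Defence markers of the ethylene-response-factor branch went the other way, with all 7 tested members higher, also when adjusted over the list alone. HEL, a pathogenesis-related chitin-binding protein also known as PR4, rose from 8.81 ± 0.205 to 41.3 ± 1.09 CPM. The plant defensin PDF1.2 rose from 2.11 ± 0.434 to 7.83 ± 1.41 CPM, and its near copies PDF1.2b and PDF1.2c, which could share reads with it, rose to 1.5 ± 0.263 and 2.09 ± 0.848 CPM in myc2. The transcription factor gene ORA59 rose 4.73-fold, from 0.205 CPM. The median was 2.23 (camera adjusted p = 9.48e-06; adjusted p = 0.0616 with an estimated correlation).

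Genes of aliphatic glucosinolate synthesis were lower. Of 24 tested members 20 fell, 3 rose and 1 (FMOGS-OX4) did not pass, the same adjusted over the list alone. FMOGS-OX2 fell from 58.3 ± 0.972 to 16.3 ± 1.32 CPM, GSTU20 from 395 ± 25.3 to 193 ± 4.87 CPM and BCAT4 from 282 ± 19.8 to 143 ± 1.71 CPM. The members that rose were MAM3, CYP79F2 and the regulator MYB28, by 2.15-fold, 1.62-fold and 1.22-fold. The median was -0.68 (camera adjusted p = 9.98e-10; adjusted p = 0.0225 with an estimated correlation).

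Genes of indole glucosinolate and camalexin synthesis were split, with 8 of 16 tested members higher and 8 lower, also adjusted over the list alone. CYP79B3 fell from 108 ± 3.80 to 48.8 ± 2.05 CPM, and SOT16 and CYP83B1 fell 1.89-fold and 1.73-fold. PAD3, the last enzyme of camalexin synthesis, rose from 1.24 to 4.17 CPM. The median was -0.00011, the mean 0.14 and the test pointed downwards without passing (camera adjusted p = 0.359).

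Flavonoid and anthocyanin genes fell in 14 of 18 tested members and rose in 4, the same adjusted over the list alone. DFR, a late enzyme of anthocyanin synthesis, fell from 55.5 ± 6.35 to 11.5 ± 0.996 CPM, LDOX from 28.8 ± 4.52 to 5.80 ± 0.591 CPM and GSTF12 from 40.6 ± 1.55 to 10.7 ± 0.603 CPM. MYB111, PAP2, UGT78D2 and TTG1 rose, MYB111 from 4.31 ± 0.386 to 15.2 ± 0.690 CPM. The median was -1.01 (camera adjusted p = 9.48e-06; adjusted p = 0.0363 with an estimated correlation).

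All 11 touch and early stress genes fell, also adjusted over the list alone. TCH4 fell from 291 ± 12 to 45.6 ± 1.06 CPM and the transcription factor gene WRKY40 from 59.9 ± 1.61 to 3.84 ± 0.378 CPM. WRKY33 and MYB15 fell 4.85-fold and 11.1-fold. The median was -1.96 (camera adjusted p = 1.84e-12; adjusted p = 0.0225 with an estimated correlation).

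Cold-response genes fell in 9 of 10 tested members, none rose, and the numbers were the same adjusted over the list alone. COR15A fell from 89.5 ± 14.1 to 10.1 ± 0.633 CPM, CBF2 from 23.1 ± 1.52 to 2.70 ± 0.123 CPM and ZAT12 from 30.3 ± 0.108 to 8.28 ± 0.337 CPM. CBF1, which lies beside its close copies CBF2 and CBF3, fell 25-fold. COR47 did not pass, with a log2 fold change of -0.22 that was 0.27 against Col-0 replicate 3 alone. The median was -2.37 (camera adjusted p = 3.95e-09; adjusted p = 0.0363 with an estimated correlation).

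Abscisic acid and dehydration genes fell in 9 of 16 tested members, rose in 1 (ABF4) and did not pass in 6, with 13 lower and 1 higher adjusted over the list alone. Among the 9 is PUB19, which the study chose partly on these samples and which also entered the test of this list. Both NCED3, which catalyses a step of abscisic acid synthesis, and CYP707A3, which catalyses its breakdown, fell, by 9.70-fold and 9.96-fold. The phosphatase PP2CA fell from 107 ± 5.63 to 30.6 ± 1.25 CPM. The median was -0.72 (camera adjusted p = 1.43e-07; adjusted p = 0.112 with an estimated correlation). Of the 16 members, 6 differed between the Col-0 runs, and the median was -1.0 against Col-0 replicates 1 and 2 but -0.38 against Col-0 replicate 3.

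In the salicylic acid list, 6 of 17 tested members fell, 2 (ICS1 and NPR1) rose and 9 did not pass, the same adjusted over the list alone. PR1 fell from 22.1 ± 3.16 to 4.70 ± 0.126 CPM and PR2 from 32.4 ± 1.24 to 11.7 ± 1.2 CPM, and SARD1 and CBP60g fell 2.38-fold and 2.13-fold. The median was 0.03 while the mean was -0.33 and the test pointed downwards without passing (camera adjusted p = 0.150).

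Senescence markers moved both ways, 3 higher and 4 lower of 9 tested, or 4 and 4 adjusted over the list alone. SAG29 fell from 62.8 ± 2.97 to 2.82 ± 0.190 CPM and SAG13 fell 2.84-fold, while SEN4 rose from 60.6 ± 0.713 to 117 ± 1.45 CPM, and DIN6 and SEN1 rose too. The median was 0.20 and the mean 0.17, yet the test pointed downwards without passing (camera adjusted p = 0.816). Of 7 tested heat-response genes, HSP90.1, HSP101 and HSP70 rose by 2.17-fold, 1.84-fold and 1.29-fold, DREB2A fell and 3 did not pass, the same adjusted over the list alone. That list was not called (median 0.09, camera adjusted p = 0.0880), but was without Col-0 replicate 1, at an adjusted p of 0.0406 for heat response, and DREB2A lost its call when any library but Col-0 replicate 3 was left out.

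Circadian clock genes were higher. Of 18 tested members 14 rose, 1 (CHE) fell and 3 did not pass, the same adjusted over the list alone. The morning gene LHY rose from 844 ± 56.4 to 1231 ± 6.42 CPM and the evening gene ELF3 from 6.98 ± 0.374 to 13.4 ± 0.832 CPM. RVE6 rose 1.38-fold and PRR3, from 0.148 CPM, 9.08-fold, or 15.8-fold without Col-0 replicate 2. The median was 0.31 (camera adjusted p = 4.34e-05; adjusted p = 0.0363 with an estimated correlation).

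Of 205 tested genes of flowering-time control, 60 rose, 28 fell and 117 did not pass, or 62 higher and 31 lower adjusted over the list alone. DDF1, ALX8, AKS1 and AT1G02400 (gibberellin 2-oxidase 6, listed as GAox2) had the smallest adjusted p, and all 4 fell. The median was 0.10 (camera adjusted p = 0.0294; adjusted p = 0.268 with an estimated correlation), and the adjusted p of the flowering-time control list was 0.0507 without Col-0 replicate 3.

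Auxin-response genes fell in 6 of 14 tested members, rose in 3 and did not pass in 5, with 6 lower and 4 higher adjusted over the list alone. GH3.3 fell from 8.15 ± 0.00594 to 3.29 ± 0.327 CPM and IAA1 from 20.1 ± 3.5 to 8.94 ± 0.951 CPM, and HAT2 fell 1.70-fold. The members that rose were IAA4, PIL1 and GH3.5. The median was -0.45 (camera adjusted p = 0.244), and 5 of the 14 differed between the Col-0 runs. The median was -0.57 against Col-0 replicates 1 and 2 and -0.09 against Col-0 replicate 3.

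The listed nuclear photosynthesis genes changed little, while LHB1B1, named above and not on that list, rose 2.12-fold. Of 20 tested members 5 fell, none rose and 15 did not pass, the same adjusted over the list alone. RBCS2B fell from 3243 ± 359 to 2299 ± 89.5 CPM, and the falls of RBCS1A, RBCS1B, LHCB2.2 and LHCB5 each lost their call when 1 of several libraries was left out. The median was -0.13 (camera adjusted p = 0.00921; adjusted p = 0.582 with an estimated correlation). For photosynthesis (nuclear) the adjusted p was 0.110 without Col-0 replicate 3, and 15 of the 20 differed between the Col-0 runs, with a median of -0.05 against Col-0 replicates 1 and 2 and -0.25 against Col-0 replicate 3. Reads of the RBCS and LHCB copies could be divided among them.

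Markers of other organs were few in these shoots. Of 13 root markers 4 were tested, of which PYK10 (240 ± 15 to 468 ± 7.70 CPM), SCR and SHR rose, also adjusted over the list alone, and ESB1 did not pass. The median was 0.35 (camera adjusted p = 0.0328; adjusted p = 0.153 with an estimated correlation), and the call on root markers was lost without Col-0 replicate 1, Col-0 replicate 2 or myc2 replicate 3, with adjusted p of 0.0698, 0.0773 and 0.0728. SCR and SHR are also expressed in shoots. Of 11 flower and seed markers, 4 were tested, and 0 changed by edgeR, 0 by DESeq2, 0 by limma-voom, 0 at an unadjusted p under 0.05 and 0 adjusted over the list alone, though SEP1 passed without myc2 replicate 1 (median 0.13, camera adjusted p = 0.939). Of 11 reference genes 3 rose and 3 fell, or 3 and 5 adjusted over the list alone. ACT8, ACT2 and UBQ10 rose by 1.67-fold, 1.34-fold and 1.24-fold, and EF1A4, GAPC1 and GAPC2 fell by 1.23-fold, 1.28-fold and 1.36-fold (median -0.15, camera adjusted p = 0.632). ACT2 and ACT8 are near copies.

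**Figure D3:**
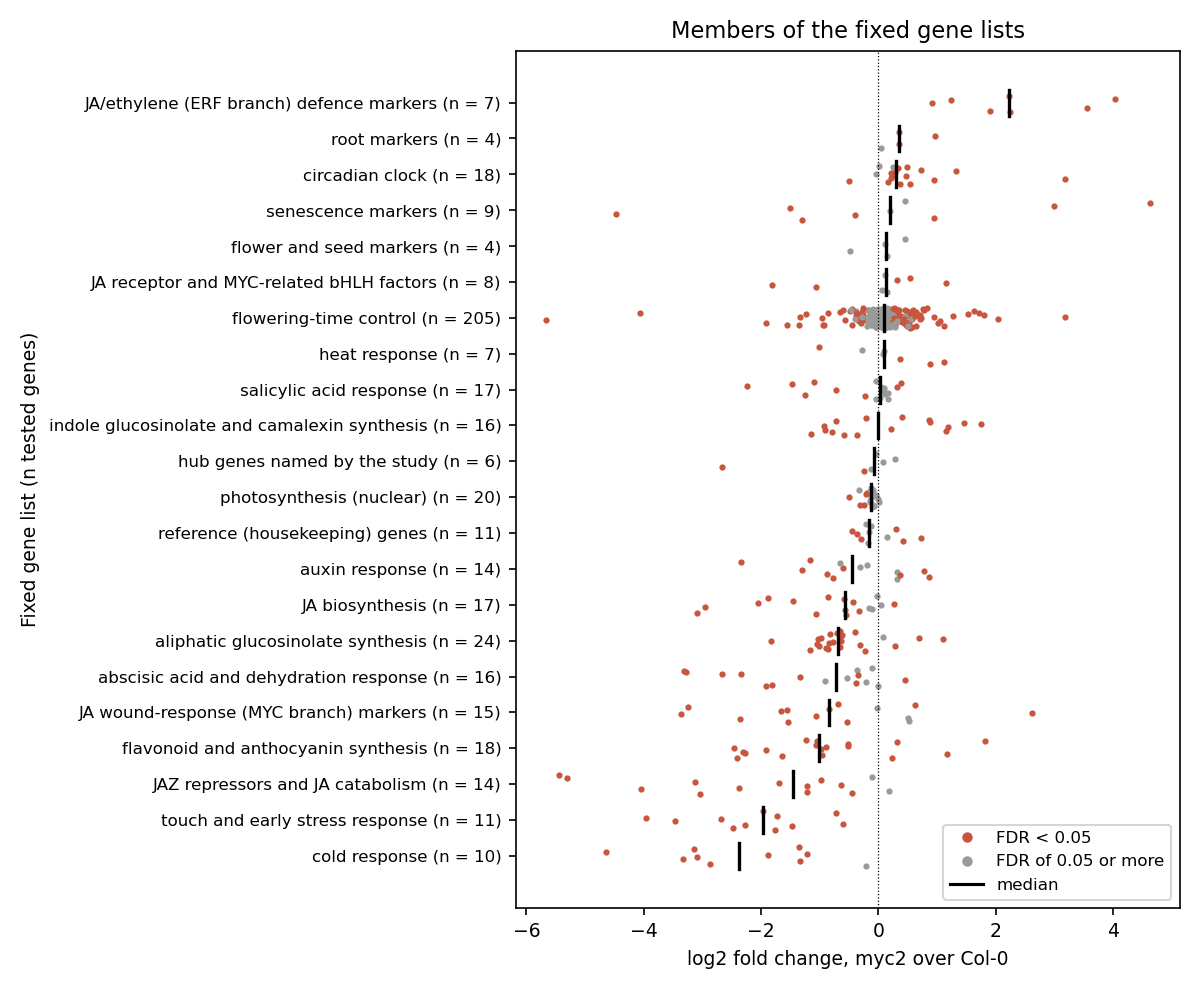
Log2 fold changes (myc2 over Col-0) of the tested members of the 22 gene lists; each point is 1 gene, red where its adjusted p is under 0.05 and grey otherwise, and the black bar is the list's median. Medians run from -2.37 for cold response to 2.23 for the ethylene-response-factor branch.

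By camera with a preset correlation 13 of the 22 lists were called, 4 higher and 9 lower. With an estimated correlation 6 calls held, those on aliphatic glucosinolate synthesis, touch, wound response, flavonoids, cold and the clock. Their estimates were low, at -0.0299, 0.0126, -0.0552, -0.0504, 0.0861 and -0.0178 in that order. Where the estimate lay below the preset 0.01, the call was not tested against a stronger correlation. Among single members named, the calls on ABF4, GH3.5, JAR1, NPR1, PIL1, SHR, TTG1 and UBQ10 were each lost without at least 1 single library, that on JAR1 also under RLE scaling, and that on SCR with Col-0 replicate 3 as the only control. The medians of the salicylic acid, heat and flower and seed lists, which were not called, were -0.12, 0.01 and -0.04 against Col-0 replicates 1 and 2 and 0.09, 0.43 and 0.25 against Col-0 replicate 3.

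The study names genes at the centre of chromatin hubs, which are groups of genes linked by chromatin loops, and PUB19 was chosen by the study partly on these samples, so its direction here is not independent evidence. PUB19 (AT1G60190, a U-box ubiquitin ligase, chromosome 1, 22198266 to 22200687, plus strand) fell from 61.1 ± 2.45 to 9.62 ± 0.143 CPM, a log2 fold change of -2.67 (SE 0.0771, edgeR adjusted p = 4.42e-10). CRB (AT1G09340, a chloroplast RNA-binding protein, chromosome 1, 3015237 to 3018542) fell from 2485 ± 125 to 2111 ± 47.5 CPM, a log2 fold change of -0.24 (adjusted p = 0.00710), and CRB did not pass without myc2 replicate 3 (adjusted p = 0.0572). ICE1, GRP2 and BAK1 did not pass, with log2 fold changes of -0.03, -0.12 and 0.09. MBD10 did not pass either (0.29, adjusted p = 0.504), and its level in Col-0 replicate 3 was below that in the other Col-0 libraries by a log2 difference of -1.13 (adjusted p = 3.84e-09, with the spread of that lone library again taken from the other groups). Adjusted over the list alone the count was again 2 lower of 6 (median -0.08, camera adjusted p = 0.177). The study gives ICE1 and GRP2 as examples of hubs partially disassembled in myc2, MBD10 and BAK1 of hubs entirely disassembled, and CRB of a stable hub. It also names a stable hub RAN1, which was left out of the list because the symbol is ambiguous.

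Along the chromosomes, 1 of 375 bins of 50 consecutive tested genes was called as holding more changed genes than the genome share of 36.4%. It spans AT4G15240 to AT4G15900 on chromosome 4, from 8703002 to 9027808, and 32 of its 50 genes changed (64%, exact binomial test, adjusted p = 0.0341). In bins of 25 and of 100 genes the same test called 0 bins, with 35 of 753 and 17 of 186 at an unadjusted p under 0.05.

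The authors' deposited table called 5959 genes at an adjusted p under 0.05, 2735 higher and 3224 lower, and 1221 of them at least 2-fold. The authors' deposited table gives MYC2 a log2 fold change of -1.44 and PUB19 one of -2.67. Of the 18961 genes tested here, 99.2% had the same direction in both, and 5840 were called by both with 0 of opposite sign. A further 1049 were called only by edgeR and 119 only in the authors' deposited table.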

Values the study reported

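The study reported that biological replicates of each kind of library reproduced one another at values above 0.95. It counted 32,312 loops marked by H3K4me3 in myc2 and found that about 19% of such loops of the wild type were missing there. Over both genotypes it counted 7,971 H3K4me3 hubs, of which 5,626 (about 71%) held MYC2 target genes. It classed 80% of those 5,626 hubs as stable and most of the others as partially disassembled in myc2, with a small share entirely disassembled. In the disassembled hubs it reported lower expression in myc2 for genes that lost their interactions than for genes that kept them.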

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

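Settings named here as added were chosen after the data were seen. The number of changed genes was 6889 and lay between 5032 and 8417 without 1 library, from 6104 (DESeq2) to 6962 (no filter) under other scalings, tools and a missing filter, and at 5570 under a filter of 5 CPM, 8008 after the added composition correction and 9132 with Col-0 replicate 3 as the added only control, a lone library assumed to vary like the others. The number changed at least 2-fold was 1242 and lay between 1234 and 1333 without 1 library, but was 589 under the filter of 5 CPM, which tests fewer genes (14219). The log2 fold change of MYC2 lay between -1.50 and -1.39 without 1 library. Changed list members numbered 274, and 226 to 294 without 1 library. Called hub genes numbered 2, and 1 to 2 without 1 library, the 1 being without myc2 replicate 3. Called lists numbered 13, 11 to 13 without 1 library, 17 by fry, 12 by ranks and 6 with an estimated correlation. Bins of 25 and of 100 genes gave 0 and 0 called bins by the binomial test (35 and 17 unadjusted), and the cause was not tested. Agreement in direction with the authors' deposited table was 99.2%, and 99.9473% for DESeq2. With the replicate number as a block, 6639 genes, 1240 at least 2-fold, 13 lists, 272 list genes and 2 hub genes were called and MYC2 stood at -1.43. Same-numbered libraries did not deviate together (r = -0.0249, -0.0020 and 0.0229), so the numbers are not taken as pairs. Among 477 named or listed genes, 294 were called and 224 of these never lost their call in a setting that tested them, while 7 that did not pass turned direction with Col-0 replicate 3 as the only control: JR1 0.22, EDS1 0.29, COR47 0.27, ABI1 0.20, LHCB1.3 -0.20, NUA 0.35 and PDP3 0.51. The cause was not tested. RLE scaling moved the median of all genes by -0.00582 (log2).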

Other observations

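The tests of a run shift, of the hour of harvest, of handling and of the region around MYC2 were chosen only after the result was seen, and the added gene lists were built after the genes that prompted them were seen, which the tests of those lists leave out.

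Iron-deficiency genes of leaves were lower in myc2. bHLH100 fell 46.3-fold, from 2.54 to 0.0502 CPM, and bHLH38 28.4-fold, from 1.92 to 0.0619 CPM (44.6-fold without myc2 replicate 2). In the myc2 libraries 1 read was worth 0.0366 to 0.0381 CPM, so both folds rest on few reads there. bHLH39 had 124 reads in Col-0 and 3 in myc2, a ratio of 45.1 (95% counting interval 15.1 to 222). Without these genes, 9 of 11 other tested members fell, among them IMA1, IMA2, IMA3, ZIF1 and BTS, with a median of -0.82, which fits the hypothesis that the set falls together (camera adjusted p = 3.549e-06 over the 4 lists; adjusted p = 0.0269 with an estimated correlation). Of the ferritin genes, FER4 rose 1.48-fold and FER3 did not pass (log2 fold change -0.02, adjusted p = 0.785), while FER1 had 0 reads in every library. FLC, a repressor of flowering, rose from 3.47 to 12 CPM and MAF5 3.09-fold, and 3 of the 4 other members of the FLC clade rose, with a camera adjusted p = 0.0181 (adjusted p = 0.126 with an estimated correlation). CO rose from 1.3 to 4.24 CPM while FT did not pass (log2 fold change -0.38, adjusted p = 0.326). For FLC the hypothesis of a shared rise thus held only with the preset correlation, and it rested on genes beside MAF5.

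A hypothesis that dark and sugar starvation genes rise together, raised by DIN6, SEN1, DYL1 and DRMH1, was not borne out by the 13 other tested members, of which 3 rose and 5 fell (camera adjusted p = 0.148). A hypothesis that constitutive ER body genes rise with PYK10 missed the threshold (5 of 11 others rose and 1 fell, adjusted p = 0.0501). The wound-inducible ER body genes BGLU18 and TSA1 fell.

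Pattern A is the 2950 genes called between Col-0 replicate 3 and the other Col-0 libraries, in a test that assumes this lone library to vary like the other groups. Library size is argued against, since 90.8% as many genes were called after thinning. A candidate explanation is a bias of sequence composition between runs: the difference followed the purine share of the exons across genes (Spearman rho = -0.532), and 908 genes were called after the correction. What else differed between these samples stays open, and a run and its only library cannot be told apart.

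Pattern B is the fall in myc2 of 44 JA, touch and cold genes, picked as those called lower among 52 tested members of 4 lists. The correction kept 97.7% of their median change (101% over all 52). That share cannot test composition bias, because the trend with purine share was small beside the members' median log2 fold change of -1.82. Among all tested genes, those of the highest purine share had a median log2 fold change of 0.0874. A trend of that size with purine share is too small to make the fall. The difference between the Col-0 runs was 10.2% of the members' median change (12.4% over all 52), so a run shift of that size is too small. The myc2 run holds no Col-0 library, so a larger shift in that run cannot be told apart from the genotype. For a different hour of harvest, morning and evening clock genes were tested for medians of opposite sign. Evening genes had a median of 0.72 and morning genes one of 0.25, both above 0. Equal signs do not exclude a shifted hour, and of 18 tested clock genes 14 rose and 1 fell. A different hour therefore stays open. Handling before freezing that differed between the genotypes cannot be told apart from an effect of the mutation, since harvest and genotype share the same libraries and touch genes had a median of -1.96. The loss of MYC2 also stays open, as a hypothesis.

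Pattern C is the extent of the change. After the correction, 99.7% of the genes changed at least 2-fold were called again. That share cannot test composition bias, because the trend with purine share was small beside a 2-fold change. Genes of the highest purine share (mean 54.9%) had a median log2 fold change of 0.0874. Of all 6889 calls, 58.5% of them under 1.5-fold, 94.8% were made again, and 8008 genes were called. Composition bias of the kind corrected is therefore argued against as the source of most calls, but not for each gene. The 6 libraries make 10 splits, too few for a share under 0.05. In every split but the real one each group mixes the genotypes, so their difference widens the spread and hardly any gene can be called. The numbers of genes called in those splits therefore say nothing about chance. The real split was the 1 of 10 with the most calls: 6889 genes against a highest other of 0 (edgeR; 123 to 389 unadjusted, 0 by DESeq2 and 0 by limma-voom), 1242 at least 2-fold against 0, and 13 lists against 10, or 6 against 0 with an estimated correlation. Camera with the preset correlation thus called up to 10 lists in splits that mix the genotypes. Those splits are uneven in genotype, so part of the difference between genotypes stays in them, and these calls do not give a rate of false calls.

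No excess of changed genes was called around MYC2. The bin that holds it had 17 of 50 changed genes (34%, exact binomial test, adjusted p = 0.977), against 36.4% over the genome. By the same test the bins beside it had 12 (24%, adjusted p = 0.740) and 20 (40%, adjusted p = 0.951). Elsewhere, bins with 27 of 50 changed genes (54%) were not called (adjusted p = 0.608). A difference in a few linked genes could therefore not have been found.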
